# Investigation of MicroRNA Biomarkers in Equine Distal Interphalangeal Joint Osteoarthritis

**DOI:** 10.3390/ijms232415526

**Published:** 2022-12-08

**Authors:** Melissa E. Baker, Seungmee Lee, Michael Clinton, Matthias Hackl, Catarina Castanheira, Mandy J. Peffers, Sarah E. Taylor

**Keywords:** microRNA, biomarkers, synovial fluid, equine, distal interphalangeal joint, osteoarthritis

## Abstract

Osteoarthritis of the equine distal interphalangeal joint is a common cause of lameness. MicroRNAs from biofluids are promising biomarkers and therapeutic candidates. Synovial fluid samples from horses with mild and severe equine distal interphalangeal joint osteoarthritis were submitted for small RNA sequencing. The results demonstrated that miR-92a was downregulated in equine synovial fluid from horses with severe osteoarthritis and there was a significant increase in COMP, COL1A2, RUNX2 and SOX9 following miR-92a mimic treatment of equine chondrocytes in monolayer culture. This is the first equine study to evaluate the role of miR-92a in osteoarthritic chondrocytes in vitro.

## 1. Introduction

Musculoskeletal disorders are the most prevalent health problem in ageing horses [1]. Osteoarthritis (OA) is reported to be the most common cause with a prevalence of greater than 50% in horses over 15 years and greater than 80% in horses over 30 years [2]. OA is a disease of diarthrodial joints characterised by the progressive degradation of articular cartilage in addition to synovitis, subchondral bone sclerosis and osteophyte formation [3,4]. High-motion joints of the equine distal limb are significantly affected by OA [3,5,6] with the distal interphalangeal joint (DIPJ) being commonly affected [7]. OA is also a prevalent disease in humans with over 240 million sufferers worldwide [8] and estimated healthcare costs equivalent to 1–1.5% of the gross domestic product of developing countries [9]. There are no diagnostic tools to diagnose the early onset of the disease in either human or veterinary medicine. The best detection methods available are in the form of advanced imaging [10,11]; however, only later stages of the disease can be detected when substantial and irreversible cartilage degeneration has occurred.

Molecular biomarkers offer great potential for early disease diagnosis and there has been considerable research into microRNAs (miRNAs) over the past two decades. miRNAs are a class of small noncoding RNAs consisting of 19–24 nucleotides that regulate gene expression at the post-transcriptional level by primarily inhibiting translation or increasing target messenger RNA (mRNA) degradation by binding to the 3′ untranslated regions (UTR) of target transcripts [12]. However, they can also directly interact with the promoter and activate gene expression through RNA activation [13]. Each miRNA can regulate hundreds of genes in any given cell type and they participate in almost every aspect of cellular physiology; differentiation, metabolism, proliferation and apoptosis [12]. Therefore, during cellular or tissue damage miRNA expression profiles change and can be associated with specific diseases [14,15,16].

The stability of miRNAs in biofluids, such as serum, plasma, saliva, urine, milk and synovial fluid [17,18,19,20,21], make miRNAs promising diagnostic candidates, with the added advantage that most biofluids can be obtained by non-invasive methods. A study investigating potential biomarkers for OA and rheumatoid arthritis in human synovial fluid and plasma samples found the expression patterns of miRNAs in OA synovial fluid were similar to the expression in synovial tissues and were significantly lower than their plasma concentrations [22]. The findings suggested that the miRNAs identified were likely to originate from synovial tissues. Similarly, another study examining serum and synovial fluid from human OA patients demonstrated that serum-derived miRNAs did not fully represent the miRNAs identified in synovial fluid [23]. Biofluid miRNA research in equine OA is extremely limited. In 2019, a pilot study reported a robust repeatable methodology for miRNA isolation from equine synovial fluid and plasma [24]. The first equine study to investigate small non-coding RNA signatures in early OA of equine synovial fluid found miR-223 was significantly downregulated in synovial fluid from the early OA group compared to the controls and miR-23b was significantly upregulated [25]. Furthermore, another equine study investigating small non-coding RNA extracellular vesicles in a post-traumatic OA model of the middle carpal joint discovered miR-23a was upregulated in the OA group compared to the control group [26]. Several human studies have demonstrated miR-23b is upregulated in OA cartilage compared to normal cartilage samples, with authors concluding the downregulation of miR-23b could be a potential therapeutic strategy for the treatment of OA [27,28,29].

The differential expression of miRNAs in synovial fluid offers excellent biomarker potential for early OA diagnosis and may lend itself to treatment development. We hypothesized that the miRNAs would demonstrate different differential expression profiles in mild OA synovial fluid samples compared to severe OA samples of the equine DIPJ.

## 2. Results and Discussion

### 2.1. Samples

Synovial fluid from seventeen horses underwent small RNA sequencing and were later used for RT-qPCR (real-time quantitative reverse transcription polymerase chain reaction) validation. Table 1 details the sex, mean weight, mean age, breed and reason for euthanasia of the donor horses used for synovial fluid sample collection.

Cartilage was collected from the DIPJ of three donor horses in the synovial fluid biomarker small RNA sequencing study to grow chondrocytes in a monolayer for future experiments; H3, H16 and H17. Cartilage was also collected from three donors not included in the biomarker study; H26, H27 and H28. Table 2 details the breed, age, sex, weight, reason for euthanasia and OA group of each donor horse.

### 2.2. Small RNA Sequencing Analysis

Small RNA sequencing detected between 195–266 miRNAs per sample. 

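Small RNA was sequenced from the synovial fluid of 17 horses, 5 with mild OA and 12 with severe OA, with 1 library per horse. The series also holds 1 plasma library from each of 11 of these horses, 3 with mild OA and 8 with severe OA. Horses are named M1 to M5 in the mild OA group and S1 to S12 in the severe OA group, in order of age. For each library the authors deposited the number of reads assigned to each of 690 mature horse miRNAs and to 3 spike-ins, without normalisation, together with the RPM, once by the reads of the whole library and once by its miRNA reads. RPM below means the latter. The authors kept reads of at least 17 nt and mapped them to the horse genome allowing 2 mismatches, then to the horse miRNAs of miRBase allowing 1 mismatch. Near-identical miRNAs such as miR-23a and miR-23b, miR-27a and miR-27b or miR-19a and miR-19b can share reads under that rule, so their values are uncertain. The synovial fluid libraries held between 4547628 and 24945161 reads, of which between 53194 and 1431024 were miRNA reads. The median number of miRNA reads was 250116 in the mild OA group and 146378.5 in the severe OA group. On the log2 scale the severe OA group had fewer miRNA reads, with a difference of -1.22 (exact permutation test, 2-sided, p = 0.0659). miRNA reads made up 6.55% ± 7.70 (SD, n = 5) of the library in mild OA and 2.05% ± 1.09 (SD, n = 12) in severe OA (exact permutation test, 2-sided, p = 0.0213). A count of 3 reads, chosen as a floor although single reads also occurred, corresponded to between 2.10 and 56.4 RPM. The libraries were amplified by PCR, so this floor and the confidence intervals given elsewhere cover counting error only. Groups were compared on the read counts with edgeR's quasi-likelihood test after TMM normalisation, which scales each library by a factor for its composition. TMM-normalised CPM (TMM CPM) and RPM are both given for single miRNAs.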

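A miRNA was taken as detected in a library with at least 1 read. Mild OA libraries had between 221 and 266 detected miRNAs, with a mean of 241 ± 17.3 (SD, n = 5), and severe OA libraries between 195 and 263, with a mean of 234 ± 23.6 (SD, n = 12). The difference between the groups was smaller than the spread within them (exact permutation test, 2-sided, p = 0.603). Libraries with more miRNA reads had more detected miRNAs. Over the 17 libraries the number detected correlated with log10 miRNA reads with Pearson's r = 0.812 (permutation p = 6e-05) and Spearman's rho = 0.798 (permutation p = 0.00022). Without the 2 libraries farthest from the median depth r was 0.80, and within the 12 severe OA libraries it was 0.876.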

In total, 382 different miRNAs were detected in the synovial fluid samples across all samples (excluding spike-ins) (Supplementary data Table S2). 

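Over the 17 synovial fluid libraries, 383 miRNAs had at least 1 read in at least 1 library. Of these, 59 were found in a single library and 49 by a single read in all. Requiring a read in every library left 145 miRNAs. In the 11 plasma libraries 382 miRNAs had at least 1 read, and 337 of them were also found in synovial fluid.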

The RPM (reads per million) after normalisation ranged from 0.7–324,034.45 RPM with most miRNAs having <50,000 RPM. 

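Recomputing RPM from the read counts gave the deposited values to within 2.9e-11. The lowest value of a detected miRNA was 0.699 RPM. The highest value was 535591 RPM, for miR-451 in horse M4 of the mild OA group (95% Wilson confidence interval 534773 to 536408). The highest value of miR-486-5p was 324034 RPM, in horse S2 of the severe OA group (95% Wilson confidence interval 322758 to 325314). Of the 4014 values of detected miRNAs, 55 were above 50000 RPM, or 1.37%. On average miR-451 took 18.6% ± 13.1 (SD, n = 17) of the miRNA reads, miR-21 took 16.0% ± 9.39 (SD, n = 17) and miR-486-5p took 11.7% ± 8.15 (SD, n = 17).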

Unsupervised clustering and visualisation as a heatmap was performed to help visually identify patterns and relationships between the two groups as well as outliers. However, the analysis revealed no outlying samples and largely overlapping miRNA profiles between the mild and severe OA groups (Figure 1). 

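Synovial fluid profiles were compared over the 203 miRNAs with a mean of at least 10 TMM CPM, as log2(TMM CPM + 1). The OA group accounted for 6.40% of the variance between libraries (permutation test, p = 0.408). Over other normalisations, miRNA sets and pseudocounts this share stayed between 6.45% and 8.08%, and with each mild OA horse left out in turn between 6.22% and 7.81%. The median Spearman correlation across miRNAs was 0.907 for the 10 pairs of mild OA libraries, 0.920 for the 66 pairs of severe OA libraries and 0.915 for the 60 mixed pairs. These correlations are across miRNAs, which are not independent replicates. The library least like the others was that of M5, whose median correlation with the rest was 0.869, and the next lowest value was 0.895.

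**Figure D1:**
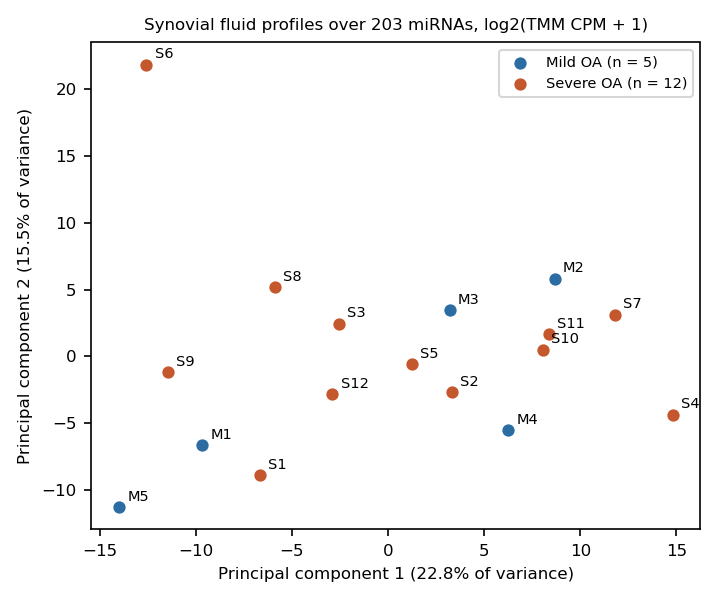
Principal components 1 and 2 of the synovial fluid profiles of 17 horses, each point 1 library, coloured by OA group. The components hold 22.8% and 15.5% of the variance, and 4 of the 5 mild OA libraries lie within the range of the severe OA libraries on both, while that of M5 lies outside it on both.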

Low-abundant miRNAs were filtered from the dataset prior to differential expression analysis using the independent filtering procedure implemented in DeSeq2 [30]. 

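Independent filtering was repeated on the mean CPM over the 17 libraries. All 383 detected miRNAs were fitted, and 50 cutoffs, from the lowest mean to its 0.95 quantile, were tried on the fitted p-values. The cutoff kept was the lowest that gave the most miRNAs with an FDR under 0.1. It lay at a mean of 1691 CPM and left 57 miRNAs for the adjustment of p-values.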

Three miRNAs; miR-25, miR-16 and miR-92a, were found to be significantly (FDR < 0.1) differentially expressed (DE) and downregulated in the severe OA synovial fluid samples compared to the mild synovial fluid samples, appreciated in the volcano plot in Figure 2, which shows FDR (false discovery rate) and logFC (log fold change) for this comparison. 

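After this filter 9 of the 57 miRNAs had an FDR under 0.1, 8 lower and 1 higher in severe OA. The FDR of all 9 was 0.0977 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-92a had a log2 fold change of -0.92 (standard error 0.36), miR-16 of -0.92 (standard error 0.36) and miR-25 of -1.11 (standard error 0.43). In TMM CPM, 5 of 5 mild OA libraries lay above the severe OA median for miR-92a and for miR-16, and 4 of 5 did for miR-25. miR-451, which the paper discusses from another study, had a log2 fold change of -1.75 and was also called. The other called miRNAs were let-7g, miR-144, miR-15a and miR-19a, which were lower, and miR-214, which was higher. These fold changes depend on the scaling of the libraries, since the median log2 fold change of miRNAs with a mean of at least 100 CPM was -0.18 with TMM and 0.295 with library size alone. The count of 9 fell to 0 with DESeq2 in place of edgeR, where 31 had an unadjusted p under 0.05, and also in 4 other settings. The paper reports miR-25, miR-16 and miR-92a as differentially expressed and downregulated in severe OA, and later names miR-92a as a potential biomarker of OA severity.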

The logFC, *p* value, FDR and mean RPM for each DE miRNA in the mild and severe OA group are shown in Supplementary data Table S3 and the logarithmic plots of RPM for each miRNA calculated using edgeR’s glmQLFTest method are shown in Figure 3.

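The mean of miR-92a was 37744 ± 15103 RPM (SD, n = 5) in mild OA and 28359 ± 7601 RPM (SD, n = 12) in severe OA. For miR-16 the means were 27879 ± 10382 RPM (SD, n = 5) and 21493 ± 6008 RPM (SD, n = 12), and for miR-25 they were 33356 ± 7984 RPM (SD, n = 5) and 28754 ± 6587 RPM (SD, n = 12). In TMM CPM the means of miR-92a were 48757 ± 15426 (SD, n = 5) and 25828 ± 9630 (SD, n = 12). Those of miR-16 were 37333 ± 14521 (SD, n = 5) and 19701 ± 7971 (SD, n = 12). Those of miR-25 were 59141 ± 59007 (SD, n = 5) and 27322 ± 13752 (SD, n = 12). In the plot of the 3 miRNAs by group, the groups are farther apart in TMM CPM than in RPM.

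**Figure D2:**
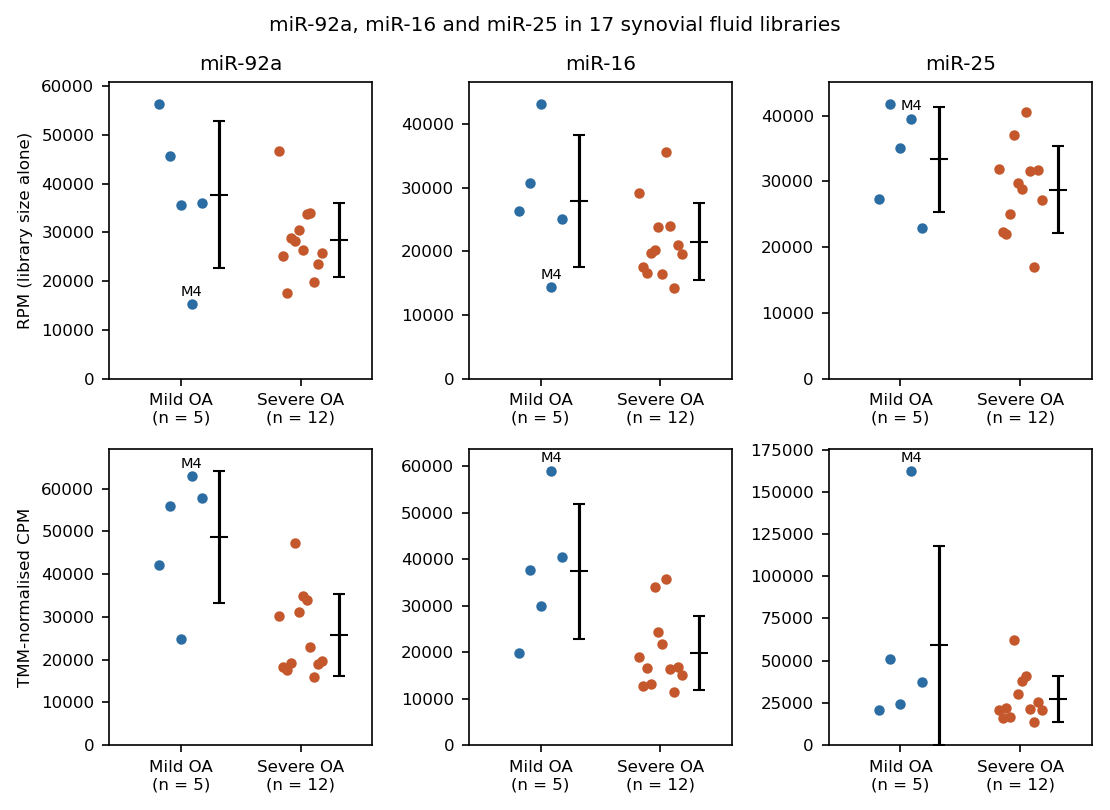
miR-92a, miR-16 and miR-25 in synovial fluid in RPM (upper panels) and TMM CPM (lower panels), each point 1 library, with the group mean and SD as bars. In the lower panel of miR-25, M4 lies at 162500 TMM CPM and no other library lies above 61979.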

### 2.3. Validation of Small RNA Sequencing by RT-qPCR

The RPM of all miRNAs detected in the synovial fluid samples were inputted into the software programme Normfinder and miR-27b was found to have the most consistent read count throughout the samples (mean RPM 10,000) with the best stability value and standard error (Supplementary data Table S4). Therefore, miR-27b was used as the normaliser for RT-qPCR analysis of synovial fluid. 

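NormFinder's stability value, which adds the variation between groups to that within them, was computed on log2 RPM for the 145 miRNAs with a read in every library, in the mild and severe OA groups. A lower value means a steadier miRNA. miR-27b had a stability value of 0.256 and ranked 15 of 145, and miR-1839 ranked 1 with 0.169. The median over the 145 miRNAs was 0.381. Among the 15 miRNAs with a mean of at least 10000 RPM, miR-27b ranked 2, after miR-23a. On linear RPM in place of log2 RPM miR-27b ranked 129 of 145, and 1 among those 15 miRNAs. On that scale the stability value is in RPM and grows with abundance. The lowest value there was that of miR-504, which had a mean of 21.3 RPM. Both linear ranks of miR-27b therefore partly follow its level. Its mean over the 17 libraries was 10047 ± 4747 RPM (SD, n = 17), a coefficient of variation of 47.3%.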

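In TMM CPM the mild OA libraries of miR-25 other than that of M4 reached at most 51143, and 4 of the 5 mild OA libraries lay within the range of the severe OA group. In RPM the highest mild OA value of miR-25 was 41707, in M2 (95% Wilson confidence interval 41083 to 42341), against 40511 in the severe OA group. For miR-92a, 3 of the 5 mild OA libraries had more TMM CPM than every severe OA library, and 1 did in RPM. The same counts, 3 in TMM CPM and 1 in RPM, held for miR-16. Without M4 the log2 fold change of miR-25 was -0.29, and it was no longer called.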

Based on the logFC, *p* value, FDR and mean RPM for each DE miRNA and power calculations (Supplementary data Table S5) miR-92a and miR-16 were chosen for validation. miR-25 was not included for validation as all the samples in the mild OA group were within the same RPM range as the severe OA group samples apart from one major outlier at 160,000 RPM (Figure 3C) which skewed the results. Although miR-92a and miR-16 were shown to be significantly different between groups in the small RNA sequencing data, RT-qPCR did not validate sequencing findings and there was no difference between groups. The results of miR-92a and miR-16 validation are shown in Figure 4. The outlier in the mild OA group for both miR-92a and miR-16 was the same sample, synovial fluid from H8 which also showed the highest RPM count for both miRNAs in the small RNA sequencing analysis. 

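Over the 17 synovial fluid libraries, the highest RPM of miR-92a was 56209, in M1 (95% Wilson confidence interval 54959 to 57486), and the highest RPM of miR-16 was 43047, in M3 (95% Wilson confidence interval 42255 to 43853). Both horses were in the mild OA group. In TMM CPM the highest value was in M4 for both miRNAs, 62952 for miR-92a and 58983 for miR-16.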

Retrospective evaluation of this sample highlighted no significant findings in the clinical history, no differences in sample handling and preparation and no major differences in macroscopic and microscopic scores to the other horses in the mild OA group.

### 2.4. Gain and Loss Function Studies for miR-92a

Although a significant difference in miR-92a expression between the mild and severe OA synovial fluid samples was not demonstrated by RT-qPCR, miR-92a was DE expressed in equine synovial fluid and it has been identified as an important miRNA in the pathogenesis of OA in other species; therefore, it was decided to investigate this miRNA further. Ingenuity Pathway Analysis (IPA) (IPA, Qiagen Redwood City, CA, USA) was used to identify miR-92a mRNA target genes. We used a conservative filter, experimentally validated and highly conserved predicted mRNA targets for miR-92a. The miRNA Target Filter in IPA provides insights into the biological effects of miRNAs, using experimentally validated interactions from TarBase and miRecord. Selected targets were measured in the five treatments; un-transfected chondrocytes, lipofectamine only, miR-92a mimic, miR-92a inhibitor and negative control. Un-transfected and lipofectamine chondrocytes were additional experimental control measures to ensure the lipofectamine system did not have toxic effects on the equine chondrocytes. The results of the target mRNA genes measured are shown in Figure 5: COMP (A), COL1A2 (B), RUNX2 (C), SOX9 (D), ACAN (E) and COL3A1 (F). There was a significant (*p* < 0.05) increase in COMP, COL1A2, RUNX2 and SOX9 expression in the miR-92a mimic treatment compared to the negative control. The expression of COMP, COL1A2 and RUNX2 in the inhibitor treatment was similar to the negative control however expression of SOX9 was higher in the inhibitor treatment compared to the negative control, although this was not statistically significant. There was little difference in ACAN and COL3A1 expression between the miR-92 mimic and miR-92a inhibitor treatment in all horses. COL2A1, MMP-13, ADAMTS-5 and ADAMTS-4 were also measured in all five treatments but showed little to no expression.

#### Discussion

In this study, we used a non-biased global approach to screen equine synovial fluid samples from OA DIP joints for miRNA expression which has not been investigated previously. The research used two cohorts of horses, a mild OA and a severe OA cohort, which were grouped by macroscopic scoring and gold standard microscopic histological scoring of cartilage samples taken from the joint. No lameness examination was undertaken, it may have been an interesting comparison to determine the level of lameness for each horse; however, the level of lameness is not directly linked to the level of degenerative changes in a joint [31,32]. A control population would have been ideal; however, none of the horses in our study had completely macroscopically and microscopically normal DIPJs, demonstrating the difficulty of obtaining a control population in clinical research. 

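The labels give each horse's age in years and months. Horses with mild OA were between 5.17 and 13.0 years old, with a mean of 9.18 ± 3.11 (SD, n = 5), and horses with severe OA between 7.67 and 34.3 years old, with a mean of 18.9 ± 8.97 (SD, n = 12). The difference was larger than chance regrouping of the horses gives (exact permutation test, 2-sided, p = 0.0362). In the severe OA group 7 of the 12 horses were older than the oldest horse with mild OA. The mild OA group had 2 females and 3 males and the severe OA group 6 of each. Within the 12 severe OA libraries, log2 TMM CPM of miR-92a fell with age with Pearson's r = -0.835 (permutation p = 0.00143) and Spearman's rho = -0.748 (permutation p = 0.00678). Without the 2 horses farthest from the median age r was -0.893. miR-16 and miR-25 were computed in the same family of 3 relations, and the Benjamini-Hochberg adjusted p of miR-92a was 0.00429. For miR-92a r with library size alone was -0.541 (permutation p = 0.0672) and rho was -0.587 (permutation p = 0.0487).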

The sex, weight, breeds and reason for euthanasia were very similar in both groups with the main difference being the mean age, 9 ± 3 years in the mild OA group and 18 ± 9 years in the severe OA group, which is to be expected as OA is related to ageing [33,34]. The objective of the research was to identify DE miRNAs in mild and severe OA DIPJ synovial fluid. 

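Of all the miRNAs detected in synovial fluid, 277 had at least 3 reads in at least 1 library, and the other 106 stayed under that count in every library. With each mild OA horse left out in turn, between 376 and 382 miRNAs remained detected.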

The small RNA sequencing detected 384 miRNAs in total (Supplementary data Table S2) which was higher than previously reported in the equine synovial fluid where a total of 323 small non-coding RNAs, miRNAs, snoRNAs and snRNAs, were identified [25]. This may represent the joint differences between the DIPJ and metacarpophalangeal joint.

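Single comparisons of the groups were made on log2 values for miR-92a, miR-16 and miR-25. In TMM CPM the severe OA group was lower by a log2 difference of -0.93 for miR-92a (exact permutation test, 2-sided, p = 0.00533), -0.93 for miR-16 (exact permutation p = 0.00614) and -0.81 for miR-25 (exact permutation p = 0.0776). In RPM the differences were -0.34 (exact permutation p = 0.213), -0.33 (exact permutation p = 0.173) and -0.22 (exact permutation p = 0.269). The direction was the same for both units, and the differences in RPM did not hold up against the spread between horses.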

The results found that three miRNAs (miR-92a, miR-16 and miR-25) were significantly (FDR < 0.1) upregulated in the synovial fluid collected from horses with mild DIPJ OA compared to severe DIPJ OA. A post-traumatic equine carpal OA experimental model study also identified miR-92a in equine synovial fluid and reported miR-92a expression increased in extracellular vesicles derived from synovial fluid in early OA along with a panel of five other miRNAs (miR-23a, miR-25, miR-215, miR-486-5p and miR-451) [26]. Another equine study profiling miRNA in synovial fluid from the metacarpophalangeal joint showed miR-223 was significantly downregulated and miR-23b was significantly upregulated in the early OA group compared to the control group [25]. 

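miR-223 was detected in all 17 synovial fluid libraries, with a mean of 1538 ± 1283 RPM (SD, n = 5) in mild OA and 1760 ± 1054 RPM (SD, n = 12) in severe OA. Its log2 fold change was -0.26 (standard error 0.40). Its mean CPM was under the filter's cutoff, and adjusted over all fitted miRNAs its p was 0.729 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-23b, whose reads can be shared with miR-23a, had a mean of 3809 ± 2807 RPM (SD, n = 5) in mild OA and 4794 ± 2480 RPM (SD, n = 12) in severe OA. Its log2 fold change was -0.08 (standard error 0.35), with an edgeR FDR of 0.900. With library size alone the direction was reversed for both, at 0.20 for miR-223 and 0.33 for miR-23b. That scaling also moved the median of miRNAs with a mean of at least 100 CPM from -0.18 to 0.295. The reversal is therefore not particular to miR-223 or miR-23b.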

Both miR-223 and miR-23b were detected in our small RNA sequencing but showed no significant differences between the two groups. This may reflect population differences; control and early OA compared to mild and severe OA. There is a wealth of literature on miRNA synovial fluid profiles in human OA which demonstrate a wide range of profiles [22,23,35,36,37]. Li et al. 2016 collected synovial fluid from early and late knee OA patients and identified a miRNA profile (miR-335-3p, miR-199a-5p, miR-671-3p, miR-1260b, miR-191-3p, miR-335-5p and miR-543) that distinguished the two groups [38]. The profile reported differs from the results of the current study which is probably attributed to numerous factors including species differences, individual joint-related changes [39] and distinctive severities of OA. The OA disease stage is likely to influence the cell type excreting free and extravesicular miRNAs, e.g., chondrocytes, synoviocytes, osteoclasts or osteocytes depending on which tissue is most affected during the OA phase, with several pathways being proposed to cause the release of miRNAs from cells [40,41]. Furthermore, Li et al. 2016 collected synovial fluid from symptomatic patients with radiographic evidence of OA whereas the equine synovial fluid in the current study was selected based on gross pathology and histopathological changes.

RT-qPCR was used as platform to validate the results for miRNA with a good read count of >10,000 RPM and an FDR value of <0.1. 

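Of the 9 miRNAs called in synovial fluid, miR-92a, miR-16, miR-25 and miR-451 had a mean above 10000 RPM in both groups. The others had lower means. The highest of these was miR-15a, with 6728 ± 2248 RPM (SD, n = 5) in mild OA and 5853 ± 1708 RPM (SD, n = 12) in severe OA.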

RT-qPCR validation of increased expression of miR-92a in mild OA was not in agreement with the findings of the small RNA sequencing. This is most likely because RT-qPCR is not as sensitive as small RNA sequencing and the fold-change difference between the RPM in each group was not large enough to demonstrate a difference by RT-qPCR. Everaert et al., 2017, compared five RNA sequencing analysis pipelines to wet-lab qPCR results for >18,000 protein-coding genes and showed 15–20% of genes showed differential expression in opposing directions, or one method showed DE whilst the other did not [42]. Furthermore, a power calculation using our small RNA sequencing data for miR-92a showed a sample size of *n =* 36 would be needed to demonstrate a power of 95% (significance level = 0.05) between the two groups (Supplementary data Table S5). 

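The number of horses per group for a power of 0.95 at a significance level of 0.05 was computed from the group means and the pooled SD in RPM, for a 2-sided comparison of 2 groups. For miR-92a the pooled SD was 10159 RPM, the effect size 0.924 and the number 32 per group. With the root mean square of both SDs it was 44 per group. In TMM CPM in place of RPM it was 8 per group, the largest change as a ratio.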

In our current study, we used five mild OA and twelve severe OA synovial fluid samples. The sample number for the mild OA cohort was smaller than the severe OA cohort which is an unfortunate limitation of this clinical research. The study involved a collection of samples from a mixed population of horses donated to an equine hospital in a set period and there was no control over which OA group their DIPJs would be classified to. The power calculation has demonstrated that a larger sample size of at least thirty-six horses in each group should be used for future research.

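These numbers rest on 5 horses with mild OA. With each of them left out in turn, the number per group for miR-92a ran from 9, without M4, to 93, without M1. On the log2(RPM + 1) scale it was 56 per group.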

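In horse annotation by RefSeq (assembly TB-T2T), the gene of miR-92a lies next to those of miR-17, miR-18a, miR-19a, miR-20a and miR-19b. All of these had negative log2 fold changes in severe OA synovial fluid with TMM normalisation. They were -0.95 (standard error 0.38) for miR-17, -1.47 (standard error 0.57) for miR-18a, -1.08 (standard error 0.41) for miR-19a, -0.83 (standard error 0.38) for miR-20a and -0.57 (standard error 0.35) for miR-19b. Of the cluster, miR-19a and miR-92a were called, and the reads of miR-19a and miR-19b can be shared. Those of miR-17 can be shared with miR-106a, which is not among these neighbours. Both had the same lowest and highest values, 281 and 1661 RPM. In RPM the mean of miR-19b was higher in severe OA, 18027 against 17428 in mild OA, while those of the others were lower. The mean CPM of miR-17, miR-18a and miR-20a was under the filter's cutoff, so these could not be called. miR-92b, the near-identical family member of miR-92a, had a log2 fold change of 0.09 (standard error 0.39) and a mean of 185 ± 108 RPM (SD, n = 5) in mild OA. Reads of miR-92a lay between 1589 and 21936 per library. With age as a covariate the log2 fold change of miR-92a was -0.57 (standard error 0.39), with an edgeR FDR of 0.558. Over the other planned settings with all 17 horses its FDR lay between 0.0887 and 0.948, and with 1 horse left out between 0.0861 and 0.373.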

We identified that miR-92a was decreased in synovial fluid from horses with more severe OA. We, therefore, wanted to investigate the role of miR-92a in OA chondrocytes, as cartilage is one of the main tissues degraded during OA and miR-92a was expressed at good levels (low Ct values between 20–26) when measured in the equine cartilage tissue and chondrocytes. As miRNAs affect gene expression of their target genes, we used IPA (IPA, Qiagen Redwood City, CA, USA) to identify miR-92a mRNA target genes. These included ACAN, COL2A1, COMP, SOX9, RUNX2, ADAMTS-4, ADAMTS-5 and MMP-13, all important genes involved in the pathogenesis of OA [43,44]. The relationships between these targets and miR-92a have been investigated previously and experimentally validated in human and mouse chondrocytes in vitro [45,46,47] and in cartilage tissue in an in vivo mouse study [47]. Therefore, together with our small RNA sequencing data identifying miR-92a as a potential biomarker of OA severity in synovial fluid, we chose to undertake gain and loss of function experiments in equine chondrocytes. We demonstrated potential roles for miR-92a in equine OA through these experiments with increased expression in chondrogenic markers; COMP and SOX9 as well as hypertrophic markers COL1A2 and RUNX2 in chondrocytes transfected with the miR-92a mimic. In human OA cartilage, miR-92a was decreased compared to normal cartilage [47] and, interestingly, the miR-92a levels in the equine synovial fluid from severe DIPJs were decreased compared to the mild OA samples. If control synovial fluid could have been obtained, then they would have most likely had the highest levels of miR-92a. The same study also reported overexpression of miR-92a in human OA chondrocytes resulted in increased mRNA expression of ACAN, COMP, COL2A1 and SOX9. Furthermore, the study’s in vivo tibiofemoral collagenase-induced OA mouse model demonstrated an increase in COL2A1 and ACAN mRNA and protein expression in the miR-92a mimic treated group compared to the controls and histological analysis showed that the severity of femoral articular cartilage deterioration was also the mildest in this group. The same authors demonstrated overexpression of miR-92a resulted in decreased expression of the important aggrecanases involved in cartilage degradation, ADAMTS-4 and ADAMTS-5, in primary human chondrocytes that were stimulated with IL-1β [45]. There was little to no expression of ADAMTS-4 and ADAMTS-5 in the equine chondrocytes cultured (Ct values > 36 or no Ct value recorded). Our current study is in agreement with increased expression of COMP and SOX9 in human knee OA chondrocytes [47]; conversely, our results showed an increase in RUNX2 with the miR-92a mimic treatment compared to a decrease seen in murine chondrocytes and failed to detect measurable levels of COL2A1 (Ct values > 36 or no Ct value recorded). ACAN expression was detectable (Ct values ranged from 26–28); however, the expression was similar in all treatments. The differences in COL2A1 expression are likely due to equine chondrocyte dedifferentiation in monolayer [48]. This has been reported previously and research on equine chondrocytes obtained from healthy articular cartilage of metacarpophalangeal joints investigated how in vitro culture influences differentiation of equine articular chondrocytes by analysing chondrogenic markers from passage 0 (P0) to passage 8 (P8) [48]. The chondrocytes underwent a substantial morphological and phenotypic change with dedifferentiation starting early in culture (P0-P1) shown by a decrease in COL2A1 expression in all groups, with both markers reaching very low levels at P3. COL1A2 increased from P0, reaching the highest expression at P3. COL1A2 has been shown to be a major marker of chondrocyte dedifferentiation and is a well-characterised fibroblastic marker [49,50,51]. The elderly horses showed dedifferentiation shortly after isolation with reduced proliferative capacity and the lowest COL2A1 expression at P0 compared to the other groups. Three out of six of the donor horses in the current study were harvested from elderly horses (22–28 years old) and all cells were isolated from cartilage tissue with OA. Results from the six donors showed high COL1A2 expression and no COL2A1 expression indicating dedifferentiation into a fibroblastic phenotype [49,50,51]. This, therefore, will have influenced the results of the miR-92a transfection experiments as the cells had a fibroblastic phenotype rather than a chondrogenic phenotype. Furthermore, RUNX2 expression was increased after the miR-92a mimic treatment compared to a decrease which has been demonstrated in murine chondrocytes [47]. This could also be attributed to the equine cell phenotype in monolayer, as RUNX2 is a hypertrophic marker and the murine chondrocytes investigated retained a chondrogenic phenotype. Experiments were designed to use chondrocytes from donors with OA to investigate the role that miR-92a could play in diseased equine chondrocytes. However, a different in vitro approach is needed to ensure the cells retain their chondrogenic phenotype so miR-92a can be reliably investigated. The donor cells were expanded in monolayer, passaged and collected at P1 to be stored at −80 °C. The cells were then thawed to be grown in T75 flasks and passage into 6-well plates before transfection. The additional two passaging steps will have contributed to dedifferentiation and unfortunately this was a limitation of clinical sample collection. COL1A2 expression was high in all five treatment measures but interestingly expression significantly increased in the miR-92a mimic treatment which has not been reported in human and murine in vitro studies and demonstrates a relationship pathway between miR-92a and COL1A2 in equine chondrocytes.

Collectively all six donors, each with three biological replicates showed a significant increase in COMP, COL1A2 and SOX9 expression in the miR-92a mimic treatment compared to the negative control. The results suggest that miR-92a in equine chondrocytes is likely acting on the same HDAC2 pathway that has been established in primary human OA chondrocytes, where overexpression of miR-92a caused significant downregulation of HDAC2 and increased cartilage-specific gene expression such as COMP and SOX9 through interaction with the 3′-UTR of HDAC2 mRNA determined through a luciferase reporter assay [46]. The opposite effect was seen with miR-92a inhibitor treatment which significantly upregulated HDAC2, decreasing cartilage-specific gene expression. In our study, the expression of the target mRNA genes in the miR-92a inhibitor treatment was very similar to the negative control treatment. The miRNA inhibitors are designed to specifically bind to and inhibit endogenous miRNA to inhibit their function. The results suggest that inhibiting endogenous miR-92a does not significantly downregulate the target mRNA measured in the study, expression levels remain similar to that of the negative control chondrocytes. This is in contrast to what has been demonstrated in human and murine chondrocytes [46,47] which may be because other miR-92 family members are involved in the target gene regulation such as miR-92b, which is a known miRNA in the horse genome [52]. It is possible that miR-92b alongside miR-92a also interacts with the 3′-UTR of HDAC2 mRNA in the equine chondrocyte and so additional transfection experiments could be performed with both miR-92a and miR-92b inhibitors to see whether this causes significant downregulation of the target mRNA.

The standard deviation range was fairly large between donors and this may have been due to randomly sampling cells with different molecular profiles. Other work using a single-cell RNA sequencing approach has defined nine distinct molecular profiles in healthy murine cartilage that altered with early disease [53]. Therefore, it is possible that the donors had slightly differing chondrocyte subtypes which influenced gene expression to different degrees. Furthermore, the cartilage was sampled from donors which all had OA but were not necessarily in the same stages of the disease. 

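The labels of the 17 horses name 15 breeds or crosses, and 13 of these belong to a single horse each, so breed could not be tested. Thoroughbred and Cob cross were each given for a pair of horses. Across miRNAs, the profiles of the Thoroughbreds M2 and S2 had a Spearman correlation of 0.930, ranked 38 among the 136 pairs of horses. Those of the Cob crosses S3 and S9 had a correlation of 0.914, ranked 80. The median of all pairs was 0.918.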

The results did not show that any particular breed influenced the results of the in vitro chondrocyte experiments or miRNA expression in the small RNA sequencing data. This is supported by findings from other equine miRNA studies using mixed breed populations which have shown no correlation between breed and miRNA expression [25,54]. However, further research using a larger mixed-breed sample size would be beneficial and strengthen the data reported in this initial study.

Future work should proceed to proteomic studies to establish the protein levels of the mRNA genes investigated in this study in equine chondrocytes after miR-92a transfection and develop an in vitro equine model that permits chondrocytes from diseased tissue to maintain their chondrogenic phenotype whilst allowing miRNA transfection. Studies in human [55] and porcine [56] chondrocytes using 3D pellet and alginate-based systems have been successful in retaining a chondrogenic phenotype demonstrated by high expression of chondrogenic markers however, these systems have limitations as monolayer culture is required for cell transfection. Concentrated research in this area will also aid cell-based cartilage repair strategies, which are currently suboptimal in the horse [57] and potentially allow in vivo application in the future.

## 3. Methods and Materials

### 3.1. Sample Collection

Samples were collected from clinical cases at the R(D)SVS, Equine Hospital, University of Edinburgh which were euthanised for clinical disease between 2019–2022. All cases included in the study had owners’ consent for research purposes. Ethical approval was provided by the veterinary ethical research committee (VERC) of the University of Edinburgh (VERC approval ref: 9314 and 4.18).

The skin was aseptically prepared and a 20 G 1.5-inch needle was inserted into the DIPJ using a dorsal or dorsolateral approach, synovial fluid was aspirated and transferred into Eppendorf tubes within one hour of euthanasia. The Eppendorf tubes were centrifuged at 4 °C for 10 min at 3000× *g* to remove cellular debris, the supernatant was extracted and stored at −80 °C.

### 3.2. Macroscopic and Microscopic Cartilage Assessment

Each DIPJ was opened by performing a circumferential cut above the coronary band and dissection through the collateral ligaments using a No.10 scalpel blade. The articular surfaces of the second (P2) and third (P3) phalanges were inspected and graded using an adapted DIPJ scoring system from McIlwraith et al. macroscopic staging technique for the metacarpo/metatarsophalangeal joint [58]. There are no reports of a specific articular cartilage macroscopic grading system for the equine DIPJ in the literature; therefore, a system was developed and validated to grade the joints in the study. Macroscopically normal and abnormal cartilage and subchondral bone were sampled using a cast saw. Specimens were fixed in 10% neutral buffered formalin and then immersed in Histo-Decal^®^ for 7–10 days and embedded in paraffin wax. Four-micron sections were cut and stained with haematoxylin and eosin and safranin O to assess the cartilage and proteoglycan content. Sections were examined and graded using the OARSI (Osteoarthritis Research Society International) scoring system [59]. Based on the macroscopic and microscopic assessments donors were assigned to a mild OA group (*n =* 5) or a severe OA group (*n =* 12). The horse was classified as mild OA if the total gross joint grade of both the two feet per horse was <−6 and the combined OARSI grade of both feet was ≤3. The horse was classified as severe OA if the total gross joint grade of both the two feet per horse was ≥7 and the combined OARSI grade of both feet was ≥3. Figure 6 shows an example of the DIPJ macroscopic appearance and the corresponding histological sample of one horse in the mild and one horse in the severe group.

### 3.3. Total RNA Extraction, Library Preparation and Small RNA Sequencing

Total RNA from the synovial fluid samples was extracted using the miRNeasy Serum/Plasma kit (Qiagen, Crawley, UK). Due to low RNA concentrations commonly observed in biofluids, a fixed volume of 8.5 µL was used for library preparation using RealSeq Biofluids Plasma/Serum miRNA Library Kit (RealSeq Biosciences, Santa Cruz, CA, USA). The PCR cycles for library amplification were optimized during a pilot study and selected as 22 cycles. Library size and concentration underwent quality control using the Bioanalyzer DNA1000 chips (Agilent, Santa Clara, CA, USA). Libraries were diluted and pooled at an equimolar rate before size purification using a 3% Agarose Cassettes for the BluePippin (Sage Science, Beverly, MA, USA) and a size range of 130–160 bp. The resulting pooled library was sequenced on an Illumina NextSeq 550 platform in high-output mode with 75 bp single-end reads.

### 3.4. Small RNA Sequencing Data Analysis

Data were analysed using the miND pipeline. The overall quality of the next-generation sequencing data was evaluated automatically and manually with fastQC v0.11.8 [60] and multiQC v1.7 [61]. Reads from all passing samples were adapter trimmed and quality filtered using cutadapt v2.3 [62] and filtered for a minimum length of 17 nt. Mapping steps were performed with bowtie v1.2.2 [63] and miRDeep2 v2.0.1.2 [64], whereas reads were mapped first against the genomic reference EquCab.3.0 provided by Ensembl [65] allowing for two mismatches and subsequently miRBase v22.1 [66], filtered for miRNAs of eca only, allowing for one mismatch. For a general RNA composition overview, non-miRNA mapped reads were mapped against RNAcentral [67] and then assigned to various RNA species of interest. Statistical analysis of pre-processed NGS data was done with R v3.6 and the packages heatmap v1.0.12, pcaMethods v1.78 and genefilter v1.68. Differential expression analysis with edgeR v3.28 [68] used the quasi-likelihood negative binomial generalized log-linear model functions provided by the package. The independent filtering method of DESeq2 [69] was adapted for use with edgeR to remove low abundant miRNAs and thus optimize the FDR correction. 

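Of the 383 miRNAs fitted in synovial fluid, 48 had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The smallest unadjusted p was 0.000264, for miR-140-3p, which was chosen for mention after its value was seen. It had a log2 fold change of -1.80 (standard error 0.44). Its mean of 248 CPM was under the filter's cutoff, so it was not among the miRNAs adjusted. Adjusted over all 383 miRNAs its FDR was 0.101, while those of miR-92a, miR-16 and miR-25 were 0.216.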

Significantly differentially expressed miRNAs were determined as *p* < 0.05.

### 3.5. Small RNA Sequencing Validation

RT-qPCR was used to validate two significant DE miRNA detected in the small RNA sequencing. The seventeen synovial fluid samples were treated with 1 µg/ul working hyaluronidase solution to reduce the viscosity and incubated at 37 °C for 60 min then centrifuged at 1000× *g* for 5 min. The supernatant was transferred to a Corning^®^ Costar^®^ Spin-X^®^ tube filter, pore size 0.22 µm and centrifuged at 5000× *g* for 15 min. RNA was extracted from 200 µL using the miRNeasy Serum/Plasma kit (Qiagen, Crawley, UK). The reverse transcription was performed using the miRCURY LNA RT kit (Qiagen, Crawley, UK). Samples were placed into Biometra Advanced 60 PCR Thermal Cycler (Analytik Jena GmbH, Jena, Germany) and incubated at 42 °C for 60 min followed by 95 °C for 5 min and immediately cooled to 4 °C. The miRCURY LNA SYBR^®^ Green PCR Kit and miRCURY LNA primers assays (Supplementary data Table S1) (Qiagen, Crawley, UK) were used for RT-qPCR in an Mx3000 RT-PCR System (Agilent, Santa Clara, CA, USA). Small RNA sequencing data was inputted into Normfinder [70] to identify the most stable endogenous reference gene and relative expression levels were normalised to the geometric mean of miR-27b and calculated using the 2^−ΔΔCt method [71].

### 3.6. Primary Chondrocyte Collection, Isolation and Cell Culture

Cartilage was sampled from the DIPJ of three donor horses (H3, H16 and H17) in the study and three donors not included in the biomarker study (H26, H27 and H28). Cartilage from the articular surface was collected and diced into small sections of 1–2 mm^3^ in a Petri dish. The cartilage pieces were digested with 0.1% collagenase II (Gibco Life Technologies, Grand Island, New York, NY, USA) at 37 °C for 12 h. Cells were then cultured in T75 flasks until confluent and cryopreserved. The cell vials were removed from −80 °C and seeded into T75 flasks at a density of 3.75 × 10^5^ cells per cm^2^. Once the cells had reached 80% confluency in the T75 flasks the cells were passaged and transferred into 6-well plates at a density of 5 × 10^3^ cells per cm^2^ and transfection was undertaken once 60% confluent.

### 3.7. miRNA Cell Transfection

Chondrocytes from each donor were grown in biological triplicate in 6-well plates for each treatment measure. The chondrocytes were transfected with either a miR-92a mimic, miR-92a inhibitor or miRNA negative control (nonspecific miRNA) (Thermo Fischer Scientific, Waltham, MA, USA) at a concentration of 50 nM. Lipofectamine^®^ RNAiMAX Transfection Reagent (Thermo Fischer Scientific, Waltham, MA, USA) was used to transfect cells according to the manufacturer’s instructions. Cells were harvested in QIAzol after 48 h for RT-qPCR.

### 3.8. RNA Extraction, Reverse Transcription and RT-qPCR of Equine Chondrocytes

RNA extraction was performed using the miRNeasy Mini Kit (Qiagen, Crawley, UK) with on-column DNase digestion following the manufacturer’s protocol after chondrocytes in each well were lysed with 700 µL QIAzol (Qiagen, Crawley, UK). RNA concentration and quality were determined using the NanoDrop ND1000 (Thermo Fischer Scientific, Waltham, MA, USA). The miRCURY LNA RT kit (Qiagen, Crawley, UK) was used for the reverse transcription of miRNA and the QuantiTect^®^ Reverse Transcription kit (Qiagen, Crawley, UK) for mRNA. The miRCURY LNA SYBR^®^ Green PCR Kit (Qiagen, Crawley, UK) was used for miRNA RT-qPCR and Platinum^®^ SYBR^®^ Green qPCR SuperMix-UDG (Thermo Fischer Scientific, Waltham, MA, USA) was used for mRNA RT-qPCR. Reactions were performed in triplicate. Transcript levels were normalized to the housekeeping gene glyceraldehyde 3-phosphate dehydrogenase (GAPDH) for mRNA or U6 RNA for miRNA. Primers used for the analyses are shown in Supplementary data Table S1. Gene expression was calculated using the 2^−ΔΔCt method [71].

### 3.9. Statistical Analysis

Statistical evaluation of gene expression data, following normality testing, were performed using GraphPad Prism version 9.0 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com, accessed on 12 June 2022); *p* values are indicated. R version 4.1.2 (R Foundation for Statistical Computing, Vienna, Austria, www.R-project.org, accessed on 6 May 2022) with the ‘pwr’ package was used to calculate sample size power.

## 4. Conclusions

Small RNA sequencing demonstrated decreased expression of miR-92a in synovial fluid samples from horses with more severe OA in the DIPJ. Our gain and loss of function experiments demonstrated increased COMP, SOX9, RUNX2 and COL1A2 expression in the miR-92a mimic treatment compared to the negative control, suggesting miR-92a influences chondrogenic and hypertrophic markers important in OA in equine chondrocytes. Future research should focus on developing an equine in vitro chondrogenic model which supports dedifferentiation to help further define the role miR-92a plays in the equine chondrocyte during OA.

## Figures and Tables

**Figure 1:**
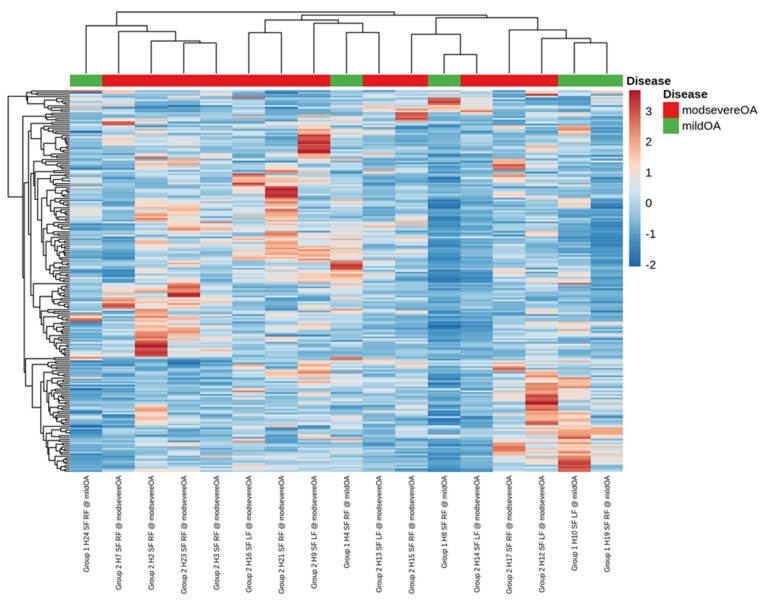
A visual representation of the data using a heatmap to identify patterns and relationships between the two groups as well as outliers. The analysis showed no outlying samples and largely overlapping miRNA profiles between the mild and severe osteoarthritis groups.

**Figure 2:**
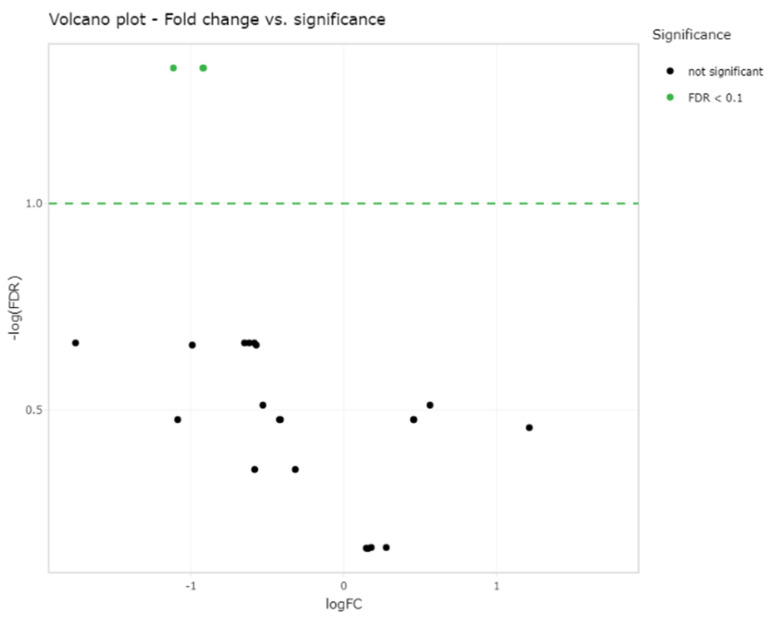
Volcano plot showing the relation of each miRNA logFC in the two groups and the statistical significance of this change (FDR < 0.1) which demonstrates three significantly differentially expressed miRNAs; miR-25, miR-16 and miR-92a (green dots) between the two groups (two green dots overlap (miR-16 and miR-92a)). *Log fold change (LogFC) and false discovery rate (FDR)*.

**Figure 3:**
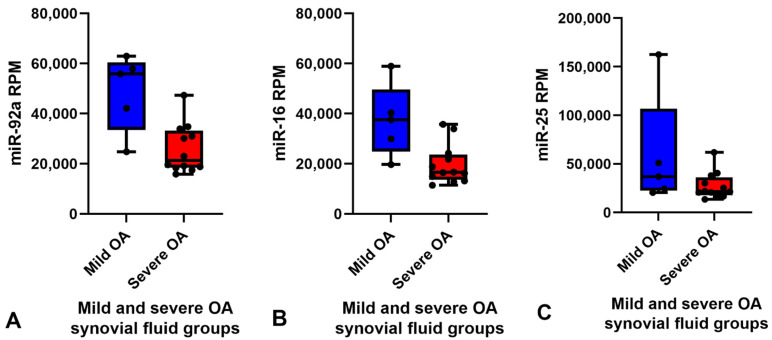
Box and whisker plots showing the RPM of each miRNA for each sample in the mild (blue) (*n =* 5) and severe (red) (*n =* 12) OA groups. Boxes show minimum RPM, median with interquartile range and maximum RPM. Significantly downregulated miRNAs in the severe OA synovial fluid group compared to mild OA group ordered by logFC (FDR < 0.1) (**A**) miR-92a, (**B**) miR-16 and (**C**) miR-25 calculated using edgeR’s glmQLFTest method. *Reads per million (RPM), log fold change (LogFC), false discovery rate (FDR) and osteoarthritis (OA)*.

**Figure 4:**
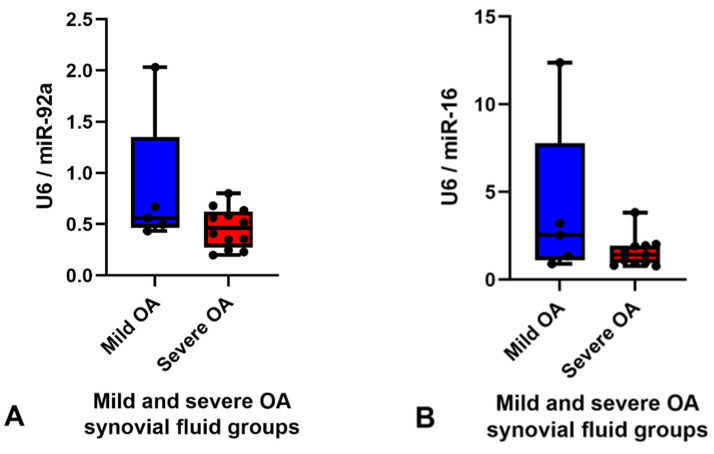
Graphs demonstrating expression levels of miR-92a (**A**) and miR-16 (**B**) in synovial fluid samples in the mild (blue) (*n =* 5) and severe (red) (*n =* 12) OA groups determined by RT-qPCR. The relative expression was calculated using 2^−ΔΔCt^ using miR-27b as the endogenous control. Boxes show minimum, median with interquartile range and maximum relative expression for each miRNA. Validation did not demonstrate any significant differences between groups, *p* < 0.05. *Osteoarthritis (OA)*.

**Figure 5:**
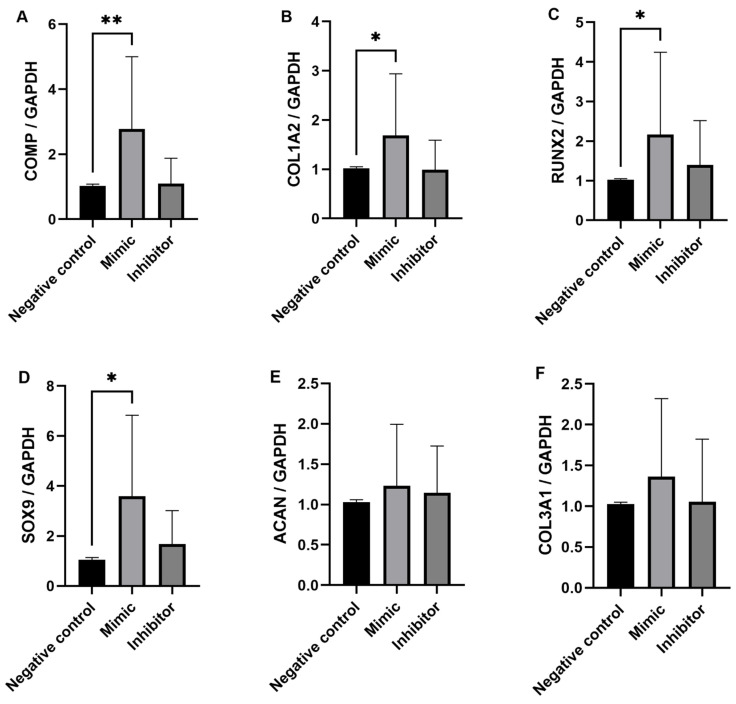
Expression levels of COMP (**A**), COL1A2 (**B**), RUNX2 (**C**), SOX9 (**D**), ACAN (**E**) and COL3A1 (**F**) determined by RT-qPCR with GAPDH as the endogenous control. Data is represented as means ± standard deviations of the three combined biological replicate samples for each treatment measure from each donor (*n =* 6). Statistical significance was tested in Graphpad Prism using a Mann–Whitney test. * *p* < 0.05, ** *p* < 0.005.

**Figure 6:**
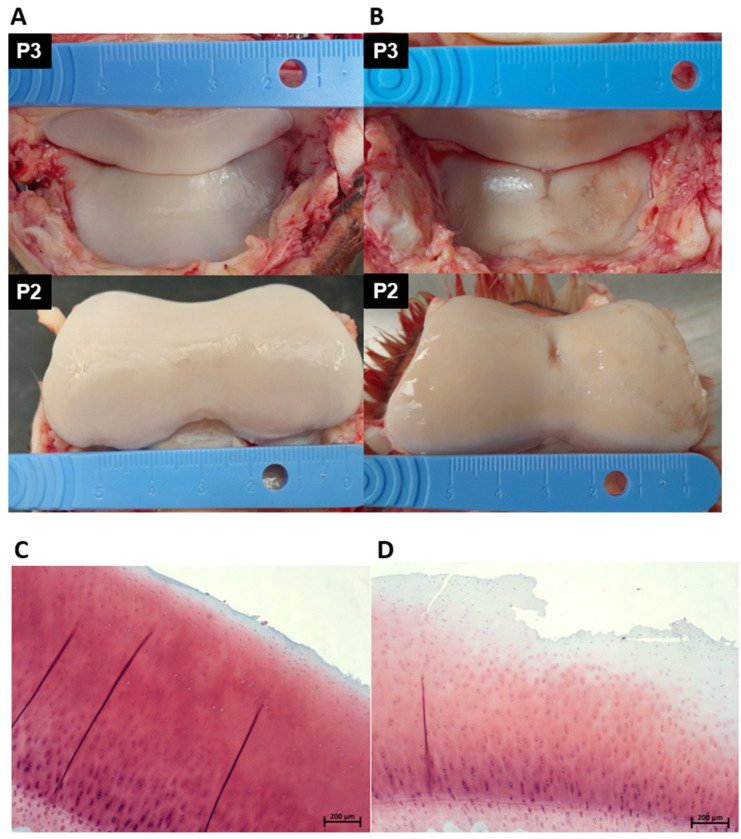
Photographs demonstrating the gross pathology of the articulating cartilage surface of P2 and P3 of a horse in the mild OA group (**A**) and a horse in the severe OA group (**B**). The horse in the mild OA group received a macroscopic score of 2/6 (**A**) and the horse in the severe group a macroscopic score of 5/6 (**B**). A corresponding histological section taken from the DIPJ is shown below the gross photographs; (**C**) safranin O-stained section showing mild surface fibrillation and microscopic cracks in the superficial zone; OARSI grade 1. (**D**) Safranin O-stained section showing severe surface disruption, loss of superficial layer matrix and loss of stain uptake in the superficial and middle layers indicating proteoglycan loss; OARSI grade 3. *DIPJ (distal interphalangeal joint), OARSI (Osteoarthritis Research Society International), third phalangeal bone (P3), second phalangeal bone (P2) and osteoarthritis (OA)*.

**Table 1:** Details of the seventeen donor horses used for synovial fluid sample collection.

	Mild OA Group	Severe OA Group
Sex	Three geldings Two mares	Six geldings Six mares
Mean weight	550 ± 70 kg	440 ± 70 kg
Mean age	9 ± 3 years	18 ± 9 years
Breeds	Highland Pony, Dutch Warmblood, Belgian Warmblood and Thoroughbred	Irish Draught, Welsh Pony, Icelandic Pony, Irish Sports Horse, Cob, Cross-breed pony, Thoroughbred, Sports Horse and Connemara Pony
Reasons for euthanasia	Colic, lameness, cervical vertebral malformation and one horse had a complete open third metacarpal bone fracture	Colic, lameness, incisional hernia, congestive heart failure, severe behavioural problems and advanced dental disease

**Table 2:** Details of the donor horses used for cartilage collection and monolayer cell culture.

Horse Number	Breed	Age (Years)	Sex	Weight (kg)	Reason for Euthanasia	Group
H3	Irish Draught	28	G	500 kg	Lameness	Severe OA
H16	Cross-breed horse	22	G	400 kg	Age-related concerns	Severe OA
H17	Cob-cross	26	G	400 kg	Age-related concerns	Severe OA
H26	Irish Sports Horse	5	M	500 kg	Multi-limb lameness	Mild OA
H27	Cob	7	M	500 kg	Grass sickness	Mild OA
H28	Irish Draught	12	G	600 kg	Lameness	Severe OA

## Data Availability

Data has been submitted to National Centre for Biotechnology Information; accession GSE205409. The datasets supporting the conclusions of this article are included within the article and its additional files.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms232415526/s1.

# Supplementary material for: Investigation of MicroRNA Biomarkers in Equine Distal Interphalangeal Joint Osteoarthritis
**Source:** Int J Mol Sci. 2022 Dec 8;23(24):15526. doi: 10.3390/ijms232415526
**Supplement:** Supplementary file 1

## Supplementary data

Table S1. Primers for quantitative real-time polymerase chain reaction (RT-qPCR). Protein coding primers were exon spanning.

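The table lists the oligonucleotides of the RT-qPCR assays. For miRNAs it gives the mature sequence that the assay targets, written as RNA: UAGCAGCACGUAAAUAUUGGCG for miR-16, UAUUGCACUUGUCCCGGCCUGU for miR-92a and UUCACAGUGGCUAAGUUCUGC for miR-27b. Sequencing reads were assigned to the same mature miRNAs, but a mismatch was allowed, and reads of miR-27b can be shared with miR-27a. Whether the assays and the read counts measure the same molecules was not tested. In the libraries of synovial fluid, miR-27b had between 604 and 5255 reads.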

| Gene         | Primer sequence 5'-3'                                         |
|--------------|---------------------------------------------------------------|
| eca-miR-16   | UAGCAGCACGUAAAUAUUGGCG                                        |
| eca-miR-92a  | UAUUGCACUUGUCCCGGCCUGU                                        |
| eca-miR-27b  | UUCACAGUGGCUAAGUUCUGC                                         |
| U6 snRNA     | GeneGlobe ID YP02119464                                       |
| eca-ACAN     | F- CAACAACAATGCCCAAGACTAC<br>R- AGTTCTCAAATTGCAAGGAGTG        |
| eca-ADAMTS-4 | F-GCCTTTGGGGAGACGCTGCTACTA<br>R- GATGTGAGCCCCAGGTCCCCCAGC     |
| eca-ADAMTS-5 | F-AACTGGGGGTCTGGGGGTCTGG<br>R-CATTTCTTGCTCACAAGTCTCAT         |
| eca-COL1A2   | F-GCACATGCCGTGACTTGAGA<br>R-CATCCATAGTGCATCCTTGATTAGG         |
| eca-COL2A1   | F-TCAAGTCCCTCAACAACCAGATC<br>R-GTCAATCCAGTAGTCTCCGCTCTT       |
| eca-COL3A1   | F-ACGCAAGGCCGTGAGACTA<br>R-TGATCAGGACCACCAACATCA              |
| eca-COMP     | F- GGTGCGGCTGCTATGGAA<br>R- CCAGCTCAGGGCCCTCAT                |
| eca-GAPDH    | F-GCATCGTGGAGGGACTCA<br>R-GCCACATCTTCCCAGAGG                  |
| eca-MMP-13   | F-GTCCCTGATGTGGGTGAATAC<br>R-ACATCAGACCAAACCTTTGAAGG          |
| eca-RUNX2    | F-CTGGGCCATGTGTATGATTTGT<br>R- TTTTGACCTGATATAGAGTGCATGGT     |
| eca-SOX9     | F- CTTTGTTTTGTGTTCGTGTTTTGT<br>R-AGAGAAAGAAAAAGGGAAAGGTAAGTTT |

Table S2 (excel file attached)

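Table S2 holds one column per synovial fluid sample and one value per miRNA, its RPM by the miRNA reads of the library. Each of the 5 mild OA and 12 severe OA libraries had an identical column of values in its own group of the table, and 0 had one in the other group.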

Data from the small RNA-sequencing showing all miRNAs detected in the equine synovial fluid samples.

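LogFC in Table S3 is the base 2 logarithm of the fitted ratio of severe to mild OA, so a negative value means a lower level in severe OA, and FDR is the p-value after Benjamini-Hochberg adjustment. In the refit of the counts the unadjusted p from edgeR's quasi-likelihood test was 0.0154 for miR-92a, 0.0150 for miR-16 and 0.0143 for miR-25. The TMM factors behind these fits ran from 0.244 in M4 to 1.54 in S1. On the log2 scale they were lower in mild OA by a mean difference of 0.59 (exact permutation test, 2-sided, p = 0.0965).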

Table S3. miRNAs significantly differentially expressed (FDR < 0.1) between mild and severe OA synovial fluid samples.

| miRNA gene name | LogFC | P value | FDR    | Mean RPM mild OA synovial fluid samples | Mean RPM severe OA synovial fluid samples |
|-----------------|-------|---------|--------|-----------------------------------------|-------------------------------------------|
| eca-miR-92a     | -0.92 | 0.0052  | 0.0470 | 37744                                   | 28479                                     |
| eca-miR-16      | -0.92 | 0.0061  | 0.0470 | 27879                                   | 24882                                     |
| eca-miR-25      | -1.11 | 0.0052  | 0.0470 | 33356                                   | 28754                                     |

*MicroRNA (miRNA), equine callabulus (eca), Log fold change, (LogFC), false discovery rate (FDR), reads per million (RPM) and osteoarthritis (OA).*

Table S4. Results from Normfinder showing the stability value, standard error and mean RPM of miR-27b in the synovial fluid samples.

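NormFinder splits the variation of each miRNA over the samples into a part within the groups and a part between them. Table S4 gives the result for miR-27b. By group the mean of miR-27b was 9233 ± 6409 RPM (SD, n = 5) in mild OA and 10386 ± 4173 RPM (SD, n = 12) in severe OA. Its log2 fold change in the fit of the counts was -0.21 (standard error 0.34), with an edgeR FDR of 0.712. It was 0.17 with library size alone, so its direction depends on the scaling, and its reads can be shared with miR-27a.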

| <b>miRNA gene name</b> | <b>Stability value</b> | <b>Standard error</b> | <b>Mean RPM in synovial fluid samples</b> |
|------------------------|------------------------|-----------------------|-------------------------------------------|
| eca-miR-27b            | 0.346                  | 0.051                 | 10046                                     |

Table S5. Number of synovial fluid samples needed in the mild OA and severe OA group to obtain a power of 0.95 at a significance level of 0.05 for each miRNA.

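Table S5 states how many horses each group would need for a difference of the observed size to be found with the stated power. The larger the SD is against the difference in means, the larger the number. From the RPM values, miR-16 had an effect size of 0.859 and needed 37 per group, and miR-25 had an effect size of 0.659 and needed 61 per group. In TMM CPM the numbers were 10 for miR-16 and 29 for miR-25.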

| <b>miRNA</b> | <b>Number of samples needed for each group</b> |
|--------------|------------------------------------------------|
| miR-92a      | 36                                             |
| miR-16       | 417                                            |
| miR-25       | 2149                                           |

How the deposited data were processed for this re-analysis (not part of the article)

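Small RNA libraries from the synovial fluid of 17 horses, 5 with mild OA and 12 with severe OA, and from the plasma of 11 of the same horses, 3 with mild OA and 8 with severe OA, were used. The group of each library was taken from its label, where the severe OA group is named moderate to severe, and each library stands for 1 horse. The paper does not describe the plasma libraries, which have the same layout as those of synovial fluid. The pairing of synovial fluid and plasma comes from the breed, sex and age in the labels, which are the same for both libraries of a horse.

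The authors trimmed adapters, kept reads of at least 17 nt, mapped them to the horse genome with 2 mismatches allowed and then to the horse miRNAs of miRBase with 1 mismatch allowed, and deposited for each miRNA and spike-in the count of reads without normalisation. The authors also deposited the RPM of each miRNA by the reads of the whole library, and the RPM by its miRNA reads. The latter is the unit of the paper's Table S2. The paper's outlying miR-25 value, also given in RPM, is far above the highest miR-25 value in this unit, 41707. All 28 files list 690 miRNAs and 3 spike-ins, and the RPM by miRNA reads recomputed from the counts differed from the deposited ones by at most 2.9e-11. The RPM by whole library was not used for tests.

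miRNA reads per library ranged from 53194 to 1431024 in synovial fluid and from 934841 to 4623631 in plasma. A chosen floor of 3 reads corresponded to between 2.10 and 56.4 RPM in synovial fluid and between 0.649 and 3.21 RPM in plasma. Single reads, which lie below it, were also counted. Intervals of single shares are 95% Wilson intervals and, with PCR and without molecular identifiers, cover counting error only.

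The counts were fitted in R 4.3.3 with edgeR 4.0.16, using the older form of the quasi-likelihood test that matches the version the authors name, and TMM normalisation, since the paper's text does not name the normalisation factor. Severe OA was compared with mild OA in the 17 synovial fluid libraries and in the 11 plasma libraries, plasma was compared with synovial fluid in the 22 libraries of the horses with both, and the interaction of severity with fluid was tested in those 22 libraries. miRNAs with a count in at least 1 library of a fit were fitted. Independent filtering then chose among 50 cutoffs on the mean CPM, up to its 0.95 quantile, the lowest that gave the most calls. A miRNA was called with a Benjamini-Hochberg FDR under 0.1 for severity and under 0.05 for fluid.

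Standard errors of log2 fold changes were taken from the fold change and its test statistic. Single values were compared by exact permutation tests over all 6188 splits of the 17 libraries, and correlations by permutation tests with 100000 resamples, all 2-sided. Log2 values had a pseudocount of 1. NormFinder's stability value was computed with its published formula for 2 groups on log2 RPM. The numbers of horses per group were computed for a power of 0.95 at a significance level of 0.05 from RPM and the pooled SD. A red-cell score was the mean log2 TMM CPM of miR-451, miR-486-5p and miR-144, miRNAs taken as markers of red blood cells. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and DESeq2 1.42.0 served as an alternative test.

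The tests, the samples in each fit, the alternatives and the rule for the miRNAs named were chosen before the data were examined, except where the text says otherwise. Table S2 of the paper, which holds RPM values, was read before that choice was made. The miRNAs named are those the paper names, the red-cell markers, the neighbours of miR-92a, miR-25 and miR-16 in the genome, the 3 most abundant in each fluid, the called miRNAs of a severity comparison or the 5 of them with the smallest p, and the 3 with the largest fold change in each direction between the fluids among those called, changed the same way in all 11 horses and with a mean of at least 100 CPM. The number of 23 miRNAs kept in one alternative is the one that the p and FDR of Table S3 imply. A filter to 23 miRNAs before the fit was added after seeing the data, to see whether it would give the p-values of the paper.

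The alternatives were RLE size factors, library size alone, upper-quartile factors, miR-27b or the spike-in reads as the scaling, the most abundant miRNA left out, DESeq2, the newer quasi-likelihood test of edgeR, no filter, other filters on low counts, age or sex as a covariate, all 28 libraries in one fit, a stricter FDR, a horse block for the comparison of fluids, and each horse left out in turn. Neighbouring genes were the miRNA genes of RefSeq on assembly TB-T2T that start within 2000 bases.

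The severity fit of each fluid and the comparison of fluids were tested on simulated counts with the means and library sizes of the real libraries. In these, 40 miRNAs were drawn to change by a log2 fold change of 2, larger in size than the -0.92 of miR-92a. All miRNAs had a dispersion of 0.2, the libraries of a group shared 1 composition and horses were not paired. The interaction was not simulated. With the 17 synovial fluid libraries 60.5% of the 38 changed miRNAs among 357 fitted were recovered, including 15 of the 15 abundant ones, and 1 of the 24 calls was false. With the 11 plasma libraries 72.5% of 40 changed miRNAs were recovered and 4 of the 33 calls were false. Between fluids 86.1% of 36 were recovered and 4 of the 35 calls were false. With no miRNA changed the calls were 0, 1 and 0, from 1 draw each. Of 100 splits of the real synovial fluid libraries, however, 44 gave at least 1 call. The simulation therefore does not show how reliable the calls are in the real libraries. NormFinder ranked a steady simulated miRNA 1 and a shifted one 100 of 100. The RT-qPCR and transfection experiments were not analysed here.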

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

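The test of the RPM rank of M4 and both tests on the plasma library of S9 were chosen only after the result was seen. Values of single miRNAs and of the depth were checked for a sample far from the rest of its group in 26 sets of 5 or 8 libraries. In 14 of them the farthest sample passed Dixon's 95% critical value, where chance gives about 1.3 if values are normally distributed. TMM CPM and reads were not on a log scale, so a skew would raise the number passing. The 12 severe OA libraries of synovial fluid were not checked in this way. The sets are not independent, since 1 library enters many of them.

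In the mild OA group, the synovial fluid library of M4 lay far from the other 4. It had 1431024 miRNA reads, 20.1% of its library. In TMM CPM it had 162500 for miR-25, 2199549 for miR-451, 824968 for miR-486-5p and 28718 for miR-144. Its TMM factor, 0.244, was the lowest of the 17. By RPM, without that factor, its miR-25 value ranked 3 of 17, so the high miR-25 value may come from the normalisation. Blood in the fluid was weighed by the correlation of the library with the horse's own plasma, which ranked 4 of the 11 horses with both fluids. However, the red-cell miRNAs made up 74.35% of its miRNA reads (95% Wilson confidence interval 74.27 to 74.42), the highest share of the 17, and the next was 60.39% in S2 (95% Wilson confidence interval 60.25 to 60.52). Red blood cell RNA in the fluid therefore remains a candidate explanation. A library of unusual composition and a horse of unusual miR-25 level cannot be told apart here, and no biological explanation was tested for a single horse.

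In the severe OA group, the plasma library of S9 lay far from the other 7. It had 4623631 miRNA reads, and in TMM CPM 72415 for miR-92a, 132030 for miR-16, 160045 for miR-25, 2330378 for miR-451, 583330 for miR-486-5p and 12448 for miR-144. By RPM its miR-25 value ranked 5 of 8 and lay 0.0261 of the range from the nearest library, so normalisation by composition remains a candidate explanation. The red-cell miRNAs made up 75.57% of its miRNA reads (95% Wilson confidence interval 75.53 to 75.61), the highest share of the 11 plasma libraries. The next was 73.47% in M3 (95% Wilson confidence interval 73.42 to 73.52), whose plasma had 36682 RPM of miR-25 against 41333 RPM in S9. Over all 11, the mean of miR-92a, miR-16 and miR-25 correlated with the red-cell score with r = 0.807 (permutation p = 0.00534) and rho = 0.782 (permutation p = 0.00632), and with r = 0.511 without the 2 libraries farthest from the median. Red blood cell RNA was weighed further in the other 10 plasma libraries. There the correlation was stronger than for 89.4% of 47 other abundant miRNAs, just under the 90% set for the test (r = 0.535, permutation p = 0.114; rho = 0.709, permutation p = 0.0264; r = 0.348 without the 2 libraries farthest from the median). Red blood cell RNA therefore remains a candidate explanation for this library too, and no biological explanation was tested.

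The plasma library of S5 had 54981 TMM CPM of miR-223, far from the other 7 of the severe OA group. By RPM the gap was 0.347 of the range, under Dixon's critical value, so here too the distance may come from the normalisation.

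Plasma, which the paper does not report on, differed from synovial fluid in 176 of 408 miRNAs (edgeR FDR under 0.05), 98 higher and 78 lower in plasma. Among 100 swaps of the fluid labels within horses, 1 gave as many calls, the real one, and the next largest count was 134. With the horse as a block the count was 177, and 157 of the miRNAs were called in both fits. The deviations of libraries of the same horse correlated by 0.128 on average, against -0.013 for different horses, over 125 miRNAs and 11 horses. With all libraries thinned to 53194 miRNA reads the median count over 20 draws was 139.5, with a median of 123 among the 176. With library size as the scaling it was 157, with 135 among the 176. Most of the 176 were thus also called after each of these changes, but scaling moves the direction. With library size alone 57 were higher and 100 lower, and the median log2 fold change of miRNAs with a mean of at least 100 CPM moved from 0.379 to -0.351. The largest differences were higher plasma levels of miR-363 (log2 fold change 5.13), miR-504 (4.84) and miR-142-5p (3.87), each in 11 of 11 horses, and lower levels of miR-199a-5p (-7.37), miR-199b-5p (-6.79) and let-7e (-6.58), each in 11 of 11 horses. As a hypothesis, the difference may reflect the miRNA content of the 2 fluids. Extraction and library preparation of the plasma were not tested as causes.

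In synovial fluid 6 miRNAs other than the paper's 3 were called between severe and mild OA. The log2 fold changes were -1.07 for let-7g, -2.10 for miR-144, -1.02 for miR-15a, -1.08 for miR-19a, 1.13 for miR-214 and -1.75 for miR-451. Of 100 splits of the 17 libraries into 5 and 12, 8 gave at least as many calls as the real one, which is counted among them, and 44 gave at least 1, so this number of calls could come from an arbitrary grouping of the horses. miR-144 and miR-451 are part of the red-cell score and were not tested against it. Without M4 the log2 fold change of miR-144 was 0.0627, and none of the miRNAs called with all horses was called. The weakest log2 fold changes with 1 horse left out were -0.16 for miR-451, -0.24 for miR-19a and -0.34 for let-7g. That of miR-214 was 0.96.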

How the results depend on the processing

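The count of 9 called miRNAs in synovial fluid moved by more than 1.5 times under every other setting run, apart from the fits without M1 (8), S4 (9) and S5 (6). It was 1 with RLE size factors, with upper-quartile factors, with filterByExpr's filter, with age as a covariate, with all 28 libraries in the fit and with an FDR under 0.05. It was 2 with library size alone, both higher in severe OA, 3 with the most abundant miRNA left out, 4 with the 23 miRNAs of highest mean CPM adjusted, 16 with sex as a covariate and 18 with the newer quasi-likelihood test of edgeR. It was 0 with miR-27b as the scaling (41 with an unadjusted p under 0.05), with the spike-in reads as the library size (36), with DESeq2 (31), with no filter (48) and with at least 10 counts in every library (15). A filter to 23 miRNAs before the fit, chosen after seeing the data to see whether it would give the p-values of the paper, gave 3. With each horse left out in turn the count ran from 1 to 18. Over 15 of these settings, without the stricter FDR and the added filter, miR-92a and miR-16 were each called in 2, miR-25 in 3 and none of them in 12. Over the 17 fits without 1 horse miR-92a was called in 5, miR-16 in 4 and miR-25 in 6.

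The log2 fold changes of miR-92a, miR-16 and miR-25 stayed negative in every setting run. In that order, they were -0.80, -0.80 and -0.92 with RLE size factors and with DESeq2, -0.41, -0.38 and -0.21 with library size alone, -0.83, -0.78 and -0.86 with upper-quartile factors, and -0.75, -0.73 and -0.89 with miR-27b as the scaling. With the spike-in reads as the library size they were -0.16, -0.0263 and -0.0171. They were -0.92, -0.92 and -1.11 with no filter, -0.79, -0.80 and -0.93 with at least 10 counts in every library, -0.86, -0.87 and -1.01 with filterByExpr's filter, -0.57, -0.62 and -0.78 with age as a covariate, -0.93, -0.92 and -1.06 with sex as a covariate and -0.80, -0.81 and -0.97 with all 28 libraries in the fit. In each of these settings none of the 3 was called. With the newer edgeR test miR-92a and miR-16, at -0.92 and -0.92, were not called, and miR-25 was. Over the planned settings with all horses their highest FDR was 0.948, 0.992 and 0.996, and their lowest was 0.0887 for each. With each horse left out in turn the ranges were -1.03 to -0.81 for miR-92a, -1.08 to -0.70 for miR-16 and -1.33 to -0.29 for miR-25. The cause of these changes was not tested, apart from the tests named under the other observations.

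Reversed results were as follows. With library size alone the log2 fold change was 0.17 for miR-27b, 0.20 for miR-223 and 0.33 for miR-23b. With miR-27b as the scaling it was 0.19 for miR-23b. With the spike-in reads it was 0.51 for miR-27b, 0.43 for miR-223, 0.42 for miR-23b, 0.18 for let-7g and 0.12 for miR-19a. With each horse left out in turn it ran from -0.37 to 0.0503 for miR-27b, -0.49 to 0.34 for miR-223, -0.26 to 0.22 for miR-23b and -2.41 to 0.0627 for miR-144. In plasma it was -0.46 for miR-16 with DESeq2, and with 1 mild OA horse left out it ran from -0.90 to 0.13 for miR-92a and -0.75 to 0.51 for miR-25. For these and the other single miRNAs, 9 in synovial fluid and 3 in plasma, 135 of 316 values changed, of which 118 became weaker, 1 stronger and 16 reversed. For miR-92a, miR-16 and miR-25 in synovial fluid, 74 of 99 became weaker. The cause was not tested.

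In plasma the count of called miRNAs was 0 in the planned fit (19 with an unadjusted p under 0.05) and in the other settings (from 5 to 21 with an unadjusted p under 0.05) except age as a covariate, which gave 9. For the severity effect differing between the fluids it was 0 (from 7 to 21 with an unadjusted p under 0.05), except 1 with all 28 libraries. The count between fluids stayed between 157 and 177, except 58 with at least 10 counts in every library. The cause was not tested.

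With library size alone Pearson's r of miR-92a with age was -0.541 and no longer passed p 0.05 (permutation p = 0.0672), while rho was -0.587 (permutation p = 0.0487). With RLE size factors r was -0.832 (permutation p = 0.00173). miR-27b ranked 129 on linear RPM, where the rank partly follows abundance. With 1 mild OA horse left out it ranked from 4 to 34, while TMM CPM cannot change the log2 result. The number of detected miRNAs was 145 with a read required in every library. The numbers of horses per group in TMM CPM were 8 for miR-92a, 10 for miR-16 and 29 for miR-25, and 56 for miR-92a on the log2 scale. With 1 mild OA horse left out they ran from 9 to 93, 13 to 151 and 23 to 191. The share of variance by group and the red-cell score kept their side of the threshold in all settings run. Summing precursors was not run, since the files list mature miRNAs alone. The depth limits the detection of rare miRNAs, since 3 reads are up to 56.4 RPM in synovial fluid.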

Differences from the paper's values

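The highest value of a miRNA in synovial fluid was 535591 RPM, against 324034.45 RPM in the paper's text, and no alternative was set for this value. The paper's own Table S2 also reaches 535591 RPM, so the difference lies between its text and its table. The count of differentially expressed miRNAs was 9, against the paper's 3. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's with the most abundant miRNA left out (3, the same as the paper's), with the 23 miRNAs of highest mean CPM adjusted (4, these 3 and miR-451), with library size alone (2, miR-100 and miR-214), without M5 (4) and without S9 (4), and not with the others. None of the paper's 3 miRNAs was called with library size alone, without M5 or without S9. A filter to 23 miRNAs before the fit, which was chosen after seeing the values to see whether it would reach the p-values of the paper, also called miR-92a, miR-16 and miR-25 alone.

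The unadjusted p of miR-92a was 0.0154, against the paper's 0.0052. It was 0.00705 with DESeq2 and 0.00663 without S2, which close the gap, and the other alternatives set before the data were examined did not. The unadjusted p of miR-16 was 0.0150, against the paper's 0.0061, and 0.00701 without M1, 0.00769 without S2 and 0.00726 without S5 close the gap, while the others did not. The unadjusted p of miR-25 was 0.0143, against the paper's 0.0052, and 0.00738 with the newer edgeR test, 0.00497 without M1 and 0.00406 without S2 close the gap, while the others did not. The filter to 23 miRNAs before the fit, chosen after seeing the values, gave 0.00370 for miR-92a and 0.00451 for miR-16, which close the gap, and 0.0108 for miR-25, which does not. Exact permutation tests on log2 TMM CPM gave 0.00533 for miR-92a and 0.00614 for miR-16. For miR-25 they gave 0.0776, far from the paper's 0.0052.

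The FDR was 0.0977 for miR-92a, miR-16 and miR-25, against the paper's 0.0470 for each. None of the alternatives set before the data were examined closed the gap. The filter to 23 miRNAs before the fit, chosen after seeing the values, gave 0.0519 for miR-92a and miR-16, which closes it, and 0.0826 for miR-25, which does not.

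The number of horses per group for miR-16 was 37, against the paper's 417, and for miR-25 it was 61, against the paper's 2149. None of the alternatives set before the data were examined closed either gap. The paper's Table S3 gives a higher severe OA mean of miR-16 than the 21493 RPM found here, so its difference in means is smaller. Whether this accounts for the gap of miR-16 was not tested.

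The paper names miR-27b as the miRNA with the best stability value, while here it ranked 15 of 145. Among the miRNAs with a mean of at least 10000 RPM it ranked 1 on linear RPM or without M2. The rank on linear RPM partly follows abundance, so it says little about steadiness. The paper states that horse H8 had the highest RPM of both miR-92a and miR-16. In the paper's Table S2 the column of H8 ranks 17 of 17 for miR-92a and 16 of 17 for miR-16. That column's 15328.9 RPM for miR-92a, 14362.4 for miR-16 and 39568.9 for miR-25 equal the values of M4 here. The highest RPM was in M1 for miR-92a and in M3 for miR-16. In TMM CPM a single horse, M4, had the highest value of both. With H8 taken as M4 on these values, the paper's statement holds in TMM CPM and not in RPM. The paper gives a far higher miR-25 value of the mild OA group in RPM than the 41707 RPM found here, where 162500 was reached in TMM CPM.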

Other observations

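The test with library size alone and all tests of the relation with age were chosen after the result was seen. For the lower levels of miR-92a, miR-16 and miR-25 in severe OA synovial fluid, the technical explanations weighed were the normalisation, the depth, reads from the plasma libraries and red blood cell RNA. With library size alone the log2 fold change of miR-92a was -0.41, less than 1/2 of -0.92, so it depends on the composition factor. With all libraries thinned to 53194 miRNA reads it was -0.73 as the median of 20 draws, so the difference in depth does not account for the fold change, but the number of calls fell from 9 to a median of 1 (from 0 to 4). Reads carried over from plasma would weigh most in libraries with few miRNA reads, and the share of the red-cell miRNAs rose with the miRNA reads (rho = 0.750, permutation p = 0.00093; r = 0.834, permutation p = 6e-05; r = 0.676 without the 2 farthest libraries). Since the red-cell reads are part of the miRNA reads, a rise is built in, so this test cannot decide on such reads. Plasma was higher in miR-16 (log2 fold change 1.63), miR-25 (1.63) and miR-92a (0.88). miR-92a was called in the planned fit and with no filter. It was not called with RLE size factors, library size alone, DESeq2, at least 10 counts in every library or the horse as a block. The severe OA libraries tended to have fewer miRNA reads (exact permutation test, 2-sided, p = 0.0659). Carried-over reads would then raise these levels in severe OA, which argues against them for miR-16 and miR-25. Over the 17 libraries the mean of the 3 miRNAs correlated with the red-cell score with r = 0.838 (permutation p = 5e-05) and rho = 0.745 (permutation p = 0.00097), r = 0.812 without the 2 farthest libraries and r = 0.814 within severe OA. That was stronger than for 96.8% of 62 other abundant miRNAs. The score itself differed between the groups by -0.91 (exact permutation test, 2-sided, p = 0.306). With the score as a covariate the log2 fold change was -0.75 for miR-92a (unadjusted edgeR p = 0.00572), -0.63 for miR-16 (unadjusted edgeR p = 0.0113) and -0.39 for miR-25 (unadjusted edgeR p = 0.117). Red blood cell RNA is thus a candidate source of the variation in these miRNAs and may account for much of the difference in miR-25. For miR-92a and miR-16 more than 1/2 of the fold change remained with the score as a linear covariate under TMM. That fit called 1 miRNA, and the score was not used with another scaling. Red blood cell RNA is therefore not excluded for miR-92a and miR-16 either. With age as a covariate the log2 fold change of miR-92a was -0.57 (unadjusted edgeR p = 0.157). It kept more than 1/2 of its size and no longer passed the threshold, so severity and age cannot be separated with these horses.

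The fall of miR-92a with age within severe OA was weighed in the same way. None of 67 other abundant miRNAs had as strong a correlation with age, so 100% of them were weaker and the relation is not one that the scaling gives to most miRNAs. With library size alone, however, it was smaller, at r = -0.541 (permutation p = 0.0672) and rho = -0.587 (permutation p = 0.0487), while with RLE size factors it was r = -0.832 (permutation p = 0.00173). The value with library size alone was seen before this test was chosen, and the size of the relation depends on the scaling. The partial correlation was -0.789 given the red-cell score and -0.814 given log10 miRNA reads, against r = -0.835 without either. In the 8 severe OA plasma libraries miR-92a did not fall with age (r = 0.556, exact permutation p = 0.152; rho = 0.690, exact permutation p = 0.0694; r = 0.492 without the 2 farthest). miR-16 and miR-25 in synovial fluid fell with age too (r = -0.738, adjusted permutation p = 0.00907; r = -0.669, adjusted permutation p = 0.0171, over 3 relations). A hypothesis is that miR-92a in synovial fluid may fall with age within the severe OA group, and not in plasma. It was found and tested on the same horses, and the difference between the fluids was not tested.

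In plasma 0 of 382 miRNAs were called between severe and mild OA (19 with an unadjusted p under 0.05). All 100 of 100 splits of the 11 libraries into 3 and 8 gave at least as many calls, which a count of 0 fixes in advance and which therefore shows nothing, and 46 of them gave at least 1. The smallest FDR was 0.717 (edgeR's quasi-likelihood test). The log2 fold changes were -0.37 for miR-92a, 0.29 for miR-16 and -0.21 for miR-25. The difference of the severity effect between the fluids was tested as an interaction, which called 0 miRNAs (21 with an unadjusted p under 0.05), and all 100 of 100 splits of the 11 horses gave at least as many, again fixed in advance. For miR-92a the interaction was 0.17 (standard error 0.73), and with the horse as a block 0.06 (standard error 0.81).

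miR-140-3p was chosen for mention after its values were seen. It was called in 6 of 15 other settings for synovial fluid and in 14 of the 17 fits without 1 horse.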
